# Regulatory interaction between the *ZPBP2-ORMDL3/Zpbp2-Ormdl3* region and the circadian clock

**DOI:** 10.1371/journal.pone.0223212

**Published:** 2019-09-27

**Authors:** Matthew L. Chang, Sanny Moussette, Enrique Gamero-Estevez, José Héctor Gálvez, Victoria Chiwara, Indra R. Gupta, Aimee K. Ryan, Anna K. Naumova

## Abstract

Genome-wide association study (GWAS) loci for several immunity-mediated diseases (early onset asthma, inflammatory bowel disease (IBD), primary biliary cholangitis, and rheumatoid arthritis) map to chromosomal region 17q12-q21. The predominant view is that association between 17q12-q21 alleles and increased risk of developing asthma or IBD is due to regulatory variants. ORM sphingolipid biosynthesis regulator (*ORMDL3*) residing in this region is the most promising gene candidate for explaining association with disease. However, the relationship between 17q12-q21 alleles and disease is complex suggesting contributions from other factors, such as *trans*-acting genetic and environmental modifiers or circadian rhythms. Circadian rhythms regulate expression levels of thousands of genes and their dysregulation is implicated in the etiology of several common chronic inflammatory diseases. However, their role in the regulation of the 17q12-q21 genes has not been investigated. Moreover, the core clock gene nuclear receptor subfamily 1, group D, member 1 (*NR1D1*) resides about 200 kb distal to the GWAS region. We hypothesized that circadian rhythms influenced gene expression levels in 17q12-q21 region and conversely, regulatory elements in this region influenced transcription of the core clock gene *NR1D1* in *cis*. To test these hypotheses, we examined the diurnal expression profiles of *zona pellucida* binding protein 2 (*ZPBP2/Zpbp2*), gasdermin B (*GSDMB*), and *ORMDL3/Ormdl3* in human and mouse tissues and analyzed the impact of genetic variation in the *ZPBP2/Zpbp2* region on *NR1D1/Nr1d1* expression. We found that *Ormdl3* and *Zpbp2* were controlled by the circadian clock in a tissue-specific fashion. We also report that deletion of the *Zpbp2* region altered the expression profile of *Nr1d1* in lungs and ileum in a time-dependent manner. In liver, the deletion was associated with enhanced expression of *Ormdl3*. We provide the first evidence that disease-associated genes *Zpbp2* and *Ormdl3* are regulated by circadian rhythms and the *Zpbp2* region influences expression of the core clock gene *Nr1d1*.

## Introduction

Human chromosomal region 17q12-q21 harbors risk alleles for several immunity-mediated diseases, including early onset asthma, inflammatory bowel disease (IBD), primary biliary cholangitis (PBC), and rheumatoid arthritis (RA) [1–7]. This suggests that the disease-associated variants (daVs) in this region are likely to have pleiotropic effects and impact a pathway(s) that is critical for the pathogenesis of not one, but several immunity-mediated diseases (reviewed in [8]). Identification of the gene responsible for the genetic association with disease is complicated by the fact that no polymorphisms that would alter the protein sequence are found in the best gene candidate ORM sphingolipid biosynthesis regulator (*ORMDL3*) whereas regulatory genetic variants influence expression of at least three protein-coding genes residing in this region, *zona pellucida* binding protein 2 (*ZPBP2*), gasdermin B (*GSDMB*) and *ORMDL3*, suggesting that transcription of these genes is governed by shared regulatory mechanisms [1, 9, 10]. Our search for functional genetic *cis*-regulatory variants identified several candidates, the best characterized of which is rs12936231-C/G located in intron 5 of *ZPBP2* [10, 11]. It causes loss/gain of the insulator protein CTCC factor (CTCF) binding site [10–12]. Allelic differences in CTCF-binding lead to differences in chromosome conformation [10, 13]. Therefore, it has been proposed that loss of CTCF site (the rs12936231-C allele) in the *ZPBP2* gene resulted in chromatin conformation that favored interaction between the promoters of *ORMDL3* and *GSDMB* and a distant enhancer leading to higher transcription rates [10, 13]. Of the three genes, *ORMDL3* has been singled out as the best candidate for explaining the link between the 17q21 alleles and asthma due to its strong and highly reproducible eQTL, higher expression levels in asthmatic subjects and its role in sphingolipid metabolism, which has recently come to the fore as a significant modulator of lung hypersensitivity and inflammatory responses [14, 15]. However, the association between lipid levels and the *ORMDL3* genotype in humans remains unclear [16–18]. Moreover, conflicting evidence from different mouse studies puts into question the causal relationship between *Ormdl3* and asthma [19–22]. Thus, the sum of current data suggests a complex relationship between the 17q12-q21 daVs and disease, such as a cumulative effect from variation in expression of several neighboring genes, impact of modifier loci, epigenetic variation, environmental factors, or an association that is time-dependent. Here, we explored the latter possibility.

The circadian clock system regulates multiple biological processes from homeostasis, metabolism, and immunity to reproduction and behavior (reviewed in [23, 24]). The molecular circadian clock consists of several core clock genes that drive 24h oscillations in the expression of thousands of genes throughout the genome. Mutations in core clock genes lead to phenotypic abnormalities in mice, whereas in humans, factors that disturb circadian rhythms, such as jet lag or shift work, are suspected to increase the risk of developing certain immune-mediated diseases (reviewed in [25]). Remarkably, the core clock gene nuclear receptor subfamily 1, group D, member 1 (*NR1D1*, also known as REV-ERB-alpha) resides about 200 kb distal to the top asthma and IBD daVs in chromosomal region 17q21. NR1D1 is a transcription factor that regulates thousands of genes throughout the genome and links the circadian clock with lipid metabolism [26, 27]. Evidence from chromatin conformation studies suggests that the *ZPBP2*-*ORMDL3* and *NR1D1* regions physically interact [28]. However, whether the *ZPBP2-ORMDL3* daVs modify the diurnal expression profile of *NR1D1* remains unknown.

To gain better understanding of the regulatory mechanisms governing gene expression in the 17q12-q21 disease-associated region, we asked two questions: 1) whether the 17q12-q21 disease gene candidates were regulated by circadian rhythms; and 2) whether regulatory elements in the *ZPBP2* region influenced transcriptional regulation of *NR1D1*.

First, using public databases we examined diurnal fluctuations in the expression levels of *ZPBP2*, *ORMDL3* and *GSDMB* and the mouse orthologs *Zpbp2* and *Ormdl3* and found diurnal rhythms in the mouse genes. Second, we tested the hypothesis that the *ZPBP2* region harbored regulatory elements that influenced expression of *NR1D1* using publicly available data from human lymphoblastoid cell lines. Third, we tested the same hypothesis by comparing expression profiles of *Nr1d1* in wild type (WT) and *Zpbp2* mutant mice (KO) that carry a deletion of the 5’ portion of the *Zpbp2* gene including its promoter and enhancer regions. We find that the *Zpbp2* deletion influences diurnal regulation of *Nr1d1* in lungs and ileum. We also show that the deletion is associated with enhanced expression of *Ormdl3* in liver, supporting previous findings that implicate the human *ZPBP2* region in transcriptional regulation of *ORMDL3*.

## Materials and methods

### Mice

The B6.129S7-*Zpbp2*^tmZuk^/Mmjax (MMRRC#42297) strain of mice [29] that carry a deletion of the 5’ region of *Zpbp2* (exons 1 to 3) [30] in a C57BL/6J genetic background (referred to as KO from this point on) was maintained in our mouse facility for several years. Control C57BL/6J mice (WT) were born and maintained in the same colony as KO mice. All mice were housed in 12h:12h light/dark cycle and had access to food and water *ad libitum*. Lungs, liver and small intestine (ileum) from adult KO and WT mice of both sexes were collected every 4 hours (Zeitgeber times ZT2, ZT6, ZT10, ZT14, ZT18, and ZT22) over a 24 h period (n = 3 mice per time point/genotype). Between ZT12 and ZT0 (dark phase) all procedures including organ harvesting were performed under red light. To validate the effect of genotype on expression, independent sets of ZT10 samples from mice of both genotypes and both sexes were assayed (n = 4–7 for WT mice, n = 5–10 for KO mice). All procedures were conducted in accordance with the guidelines set by the Canadian Council of Animal Care (Ottawa, Ontario, Canada) and were approved by the Animal Care Committee of the McGill University Health Center (Montreal, Quebec, Canada).

### Expression analysis

RNA was extracted, cDNA synthesized, and expression levels assayed in each mouse sample individually. RNA extraction, cDNA synthesis, and analysis of gene expression levels were performed as previously described [29]. Expression levels of *Nr1d1*, *Ormdl3* and *Zpbp2* were determined in both WT and KO mice using RT-qPCR and normalized to the levels of eukaryotic translation elongation factor 2 (*Eef2*) RNA. The reliability of *Eef2* as a normalization control has been validated in our previous study [29]. For diurnal expression profiling, the peak level of average expression in WT mice was set at 1.0. For the validation experiments, the mean of WT expression was set at 1. Primers are listed in S1 Table.

#### RNA-sequencing

Two independent RNA-sequencing experiments were conducted on RNA from lungs. Lungs were collected from 3 *Zpbp2* KO (KO1-KO3) and 3 WT (WT1-WT3) mice at ZT7 and 3 *Zpbp2* KO (KO4-KO6) and 3 WT (WT4-WT6) mice at ZT10. The sequencing for both experiments was done at the McGill University and Genome Quebec Innovation Centre (Montreal, QC, Canada). Differential gene expression analysis was performed using the GenPipes RNA-seq pipeline [31]. Briefly, reads were trimmed and filtered for quality, then they were aligned to the mouse reference genome (GRCm38) using STAR [32]. The abundance of each transcript was estimated using HT-Seq Count [33]. Differential gene expression was determined with both the EdgeR [34] and DESeq [35] packages. Pathway analysis was done using DAVID Bioinformatics Resources 6.8 software [36].

#### Use of publicly available expression data

Publicly available expression data were used to assess diurnal or circadian variation in the transcription of human 17q12-q21 genes or their mouse orthologs, respectively. Human expression data from adipose tissue (GSE87761 [37]), skin biopsies (GSE112660 [38]), peripheral blood cells (GSE107537 [39] and GSE48113, [40]) were used to examine diurnal variation in *ZPBP2*, *ORMDL3* and *GSDMB*. To determine whether expression of mouse genes *Ormdl3* and *Zpbp2* was regulated by circadian rhythms in nine different peripheral tissues, expression data from the circadian gene expression atlas assayed by microarray (GSE54652, C57BL/6J male mice kept in constant darkness (DD) [41]), liver from C57BL/6J male mice maintained in light/dark conditions (GSE52333, [42]), distal colon from male mice maintained in light/dark conditions (GSE10644 [43]) were used.

To determine the effect of *ZPBP2* genotype on *NR1D1* expression levels, expression data for human genes *ORMDL3*, *GSDMB*, *ZPBP2*, and *NR1D1* were obtained from the Gene Expression Omnibus (GEO) datasets for lymphoblastoid cell lines (GSE8052 [1]).

### Statistical analyses

Comparisons between groups were done using the GraphPad Prizm 8.0 software (one-way or two-way ANOVA followed by post hoc analyses with Sidak’s correction for multiple testing). Effect sizes were calculated using Cohen’s ***d*** [44] (http://www.socscistatistics.com). The Jonckheere-Terpstra-Kendall (JTK) p-values for mouse circadian expression data were taken from the Circadian Expression Profiles Database (CircaDB at http://circadb.hogeneschlab.org).

## Results

### Diurnal/Circadian regulation of 17q12-q21 genes and their mouse orthologs

To test the hypothesis that *ZPBP2*, *GSDMB*, or *ORMDL3* were regulated by circadian rhythms in human tissues, we extracted gene-specific data from expression datasets with sample collection covering 24h time periods. Diurnal oscillations in RNA levels were observed for core clock gene *NR1D1* (Fig 1). We found no statistically significant effect of time of the day on regulation of *ORMDL3*, *ZPBP2*, or *GSDMB*. Nevertheless, it is worth noting that *ORMDL3* tended to have higher expression levels in the afternoon when *NR1D1* levels were at their minimum.

**Fig 1:**
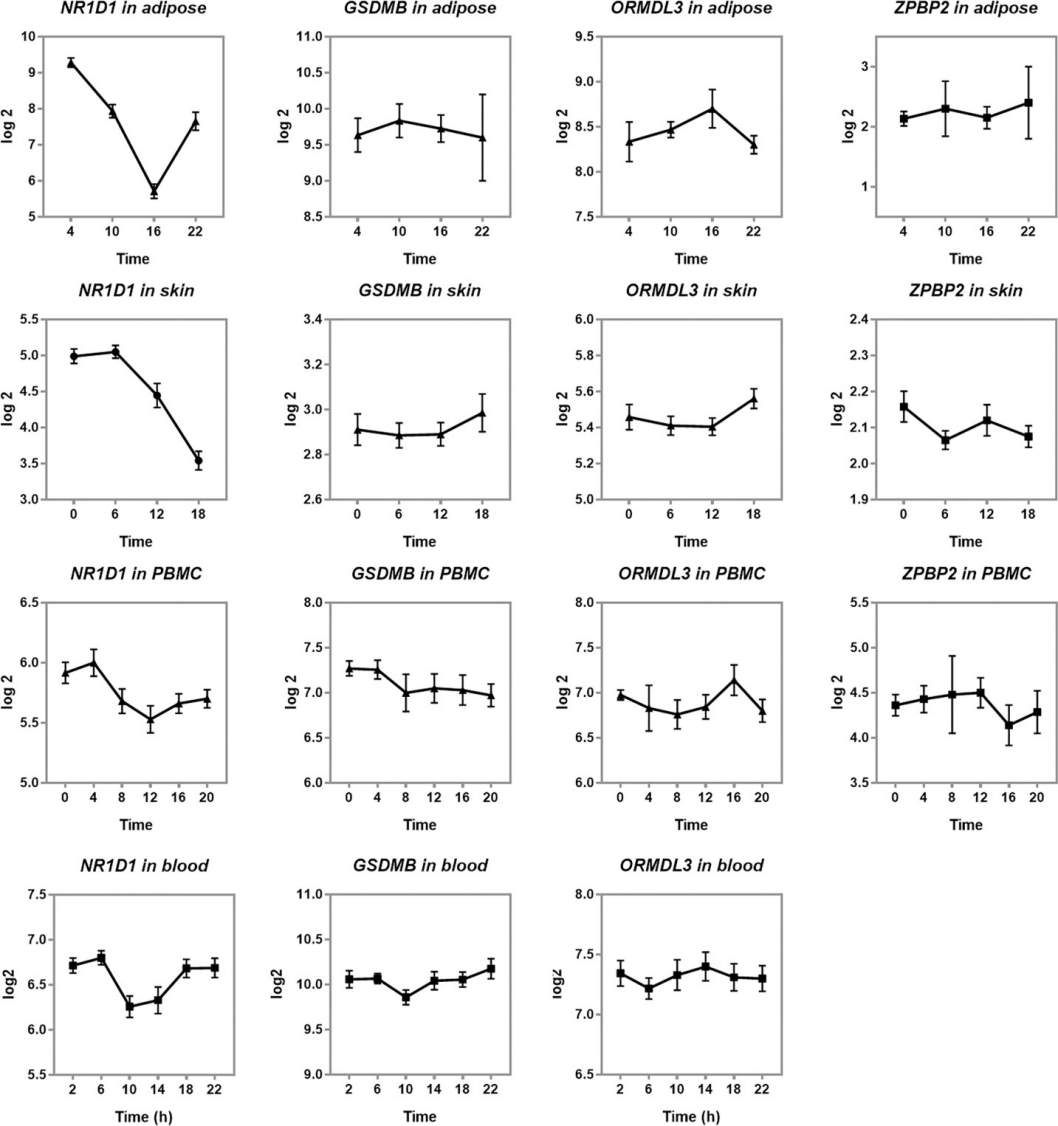
Diurnal profiles of *NR1D1*, *ORMDL3*, *GSDMB* and *ZPBP2* in human adipose tissue (n = 3), skin (n = 20), peripheral blood mononuclear cells (PBMC) (n = 11), and blood from individuals where circadian rhythms were synchronized with melatonin levels (n = 6–11) (data extracted from GSE87761, GSE112660, GSE107537, and GSE48113, respectively). The y-axis shows log2 of relative expression levels, the x-axis shows time of the day. *ZPBP2* expression data were not available for GSE48113.

Circadian regulation varies between different cell types and human datasets that include time of sample collection are limited to tissues that are easily obtainable from live donors. To get a better idea of the circadian as well as tissue-specific variation in the expression of our genes of interest, we examined expression data from mice that were kept in constant darkness [41]. The mouse orthologs *Zpbp2*, *Ormdl3*, and *Nr1d1* reside on chromosome 11 with most of the region being conserved. However, the mouse lacks a transcribed *GSDMB* gene ortholog between *Zpbp2* and *Ormdl3*.

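In the GRCm38 build, read from GENCODE mouse release 21, Zpbp2 (ENSMUSG00000017195) lies on the plus strand of chromosome 11 from 98551097 to 98558665. Ormdl3 (ENSMUSG00000038150) lies on the minus strand from 98581256 to 98587368, and the gap between the ends of Zpbp2 and Ormdl3 is 22590 bp. Nr1d1 (ENSMUSG00000020889) lies on the minus strand from 98767932 to 98775333, and 209.3 kb separate the end of Zpbp2 from the nearer end of Nr1d1. The annotation places 11 genes wholly between Zpbp2 and Nr1d1, and 9 of them are protein-coding (Ormdl3, Lrrc3c, Gm12355, Gsdma3, Gsdma2, Gsdma, Psmd3, Csf3 and Med24). No gene is annotated as protein-coding between Zpbp2 and Ormdl3. The 3′ end of Nr1d1 overlaps the end of Thra, which lies on the plus strand from 98740638 to 98769006.

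**Figure D1:**
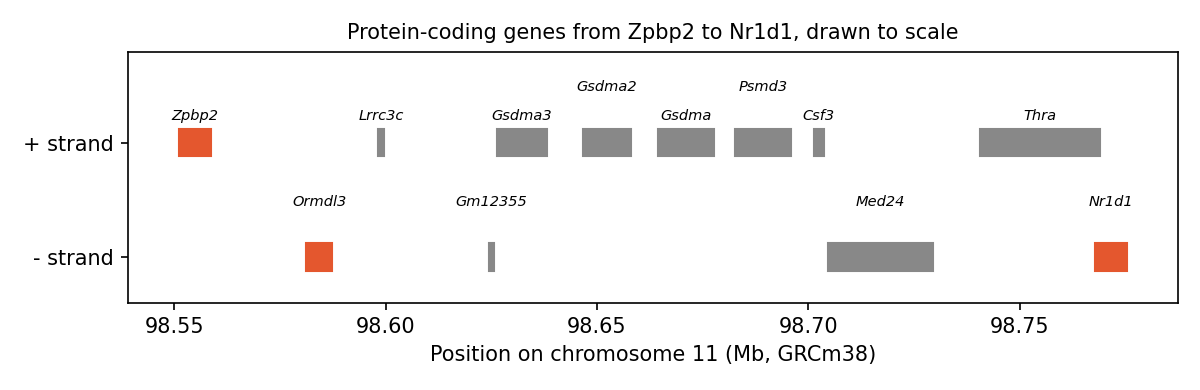
Positions of the 12 protein-coding genes from Zpbp2 to Nr1d1 on chromosome 11 (x axis, Mb in GRCm38), with genes on each strand on their own line. Boxes are drawn to scale, Zpbp2, Ormdl3 and Nr1d1 are in orange, and the ends of Thra and Nr1d1 overlap.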

Data from nine peripheral organs (e.g. adrenal, aorta, brown adipose tissue, heart, kidney, liver, lung, skeletal muscle, and white adipose tissue (GSE54650 [41]) from mice kept in constant darkness and livers and distal colon from mice maintained in light/dark cycle ([42, 43]) were examined to determine if *Ormdl3* or *Zpbp2* transcription was controlled by the circadian clock and if the circadian regulation was tissue-specific. *Ormdl3* showed circadian oscillations in expression in the adrenal, aorta, brown adipose tissue, and liver, but not lungs, kidney, white adipose tissue, skeletal muscle, or heart (Fig 2 and data from the Circadian Expression Profiles Database, [41]). *Zpbp2* levels oscillated in the adrenal (Fig 2). *Nr1d1* levels showed circadian oscillations in all peripheral organs, as expected (Fig 2). It is worth noting that mice are nocturnal animals and the circadian rhythm of mouse *Nr1d1* expression is shifted compared to the human *NR1D1*, which peaks in the early morning and has a trough during the day (Fig 2). Interestingly, *Ormdl3* expression in adrenal, aorta, and brown adipose tissue peaked during the subjective day (see figure legend for detail), whereas in liver it peaked during the subjective night (Fig 2). *Zpbp2* expression in adrenal peaked during the subjective night when *Nr1d1* expression was at its trough.

**Fig 2:**
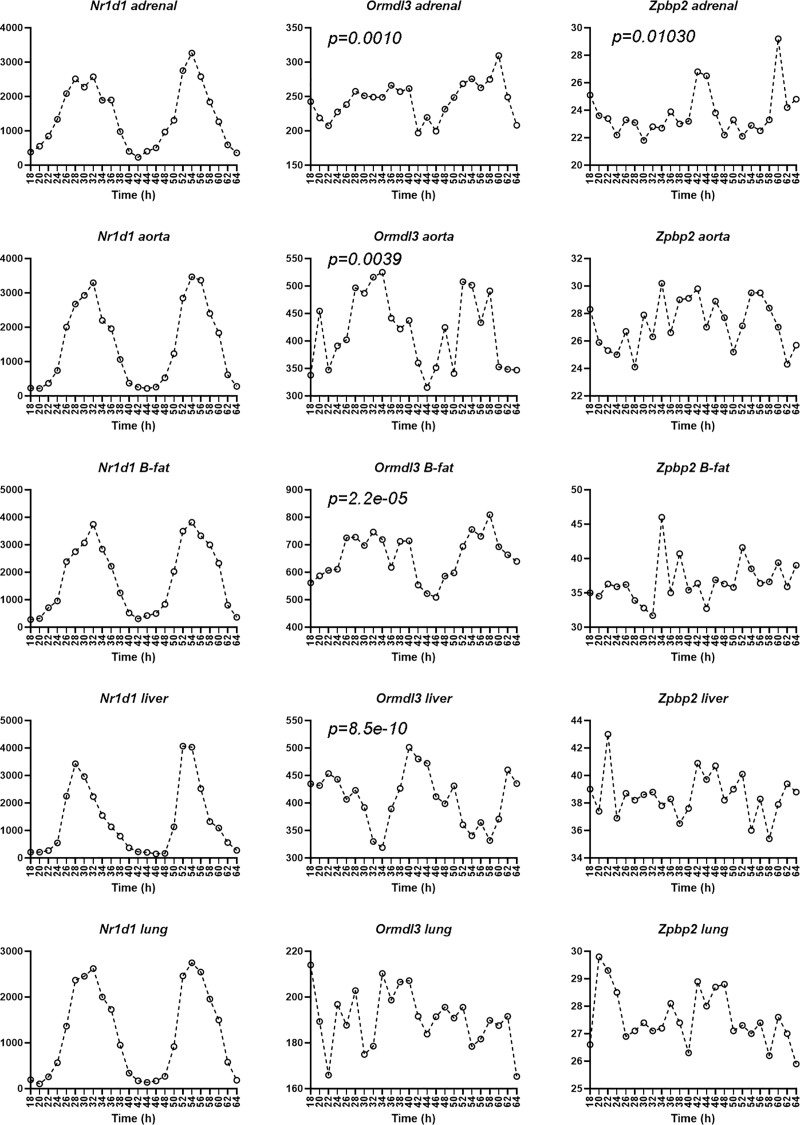
*Ormdl3* and *Zpbp2* are regulated by the circadian clock in mouse organs. Circadian oscillations of *Ormdl3* or *Zpbp2* RNA levels in adrenal, aorta, brown adipose tissue (B-fat), liver, and lungs of wild type C57BL/6J male mice. The x-axis shows time since beginning of DD in hours. The y-axis shows expression levels measured on the individual gene chips. Data extracted from GSE54650 [41]. JTK p-values are taken from the Circadian Expression Profiles Database.

Diurnal oscillations in *Nr1d1*, *Ormdl3* or *Zpbp2* levels were also detected in mice maintained in light/dark conditions (S1 Fig) [42, 43]. Thus, analysis of published and publicly available data demonstrates that *Ormdl3* and *Zpbp2* are controlled by the circadian clock in the mouse and this regulation is tissue-specific.

### *Cis*-regulatory effects on *NR1D1* expression levels in human LCLs

Genetic variation in the *ZPBP2* gene region is associated with variation in the expression levels of *ZPBP2*, *GSDMB*, and *ORMDL3* in *cis* [1, 9, 10]. To test the hypothesis that the same regulatory variants also influenced expression of *NR1D1*, we analyzed publicly available expression data from 336 EBV-transformed LCLs derived from a familial cohort of asthmatic and non-asthmatic children from the UK [1]. Genotypes for functional SNPs rs4795397 and rs12936231 were not available in this cohort. Instead, we used genotype data for a closely linked SNP rs11557467-G/T located in exon 4 of *ZPBP2* less than 500 bp proximal to rs12936321 (Fig 3A). We noticed that sex ratios varied between genotype groups (sex ratios of 1.6 for GG, 0.8 for GT and 2.3 for TT). To make sure that sex bias did not mask or enhance the effect of genotype, expression levels of 17q12-q21 genes were analyzed considering genotype alone as well as sex and genotype of the donor (Fig 3B and 3C). Both sex and genotype influenced expression of *ORMDL3* (*p<0*.*05* and *p<0*.*0001*, for sex and genotype, respectively, two-way ANOVA) and *ZPBP2* (p≤0.0005, for sex and genotype, two-way ANOVA) (Fig 3C). LCLs carrying rs11557467-G alleles tended to have higher RNA levels of *NR1D1* compared to rs11557467-T homozygotes, but these differences did not reach statistical significance (Fig 3B). No differences between males and females with respect to *NR1D1* levels were observed (Fig 3C).

**Fig 3:**
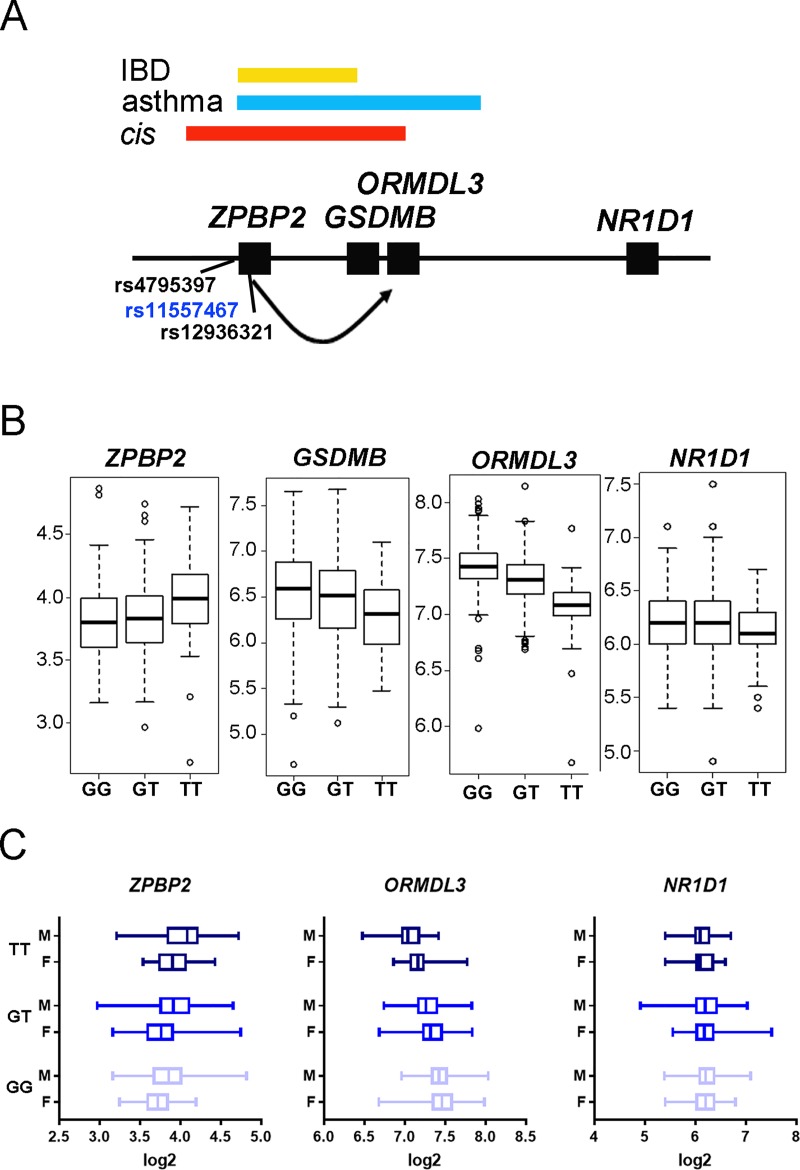
Genetic variation in the *ZPBP2* region is associated with variation in expression levels of *ORMDL3*, *GSDMB*, *and ZPBP2* in human cells. **A. The 17q12-q21 region is associated with several common complex genetic diseases** (schematic representation, not in scale). Regions associated with asthma, IBD, and the *cis*-regulatory region for *GSDMB* and *ORMDL3* are shown. Genes are represented by filled squares. Functional *cis-*regulatory SNPs associated with *ZPBP2*, *ORMDL3* and *GSDMB* transcription levels are located in the *ZPBP2* gene region. **B. The rs11557467 genotype is associated with variation in 17q12-q21 gene expression levels in human LCLs**. The x-axis shows genotype of the LCLs, the y-axis shows log2 of relative RNA levels. **C. Sex of the donor influences expression levels of *ZPBP2* and *ORMDL3*, but not *NR1D1*.** The x-axis shows log2 of relative RNA levels, the y-axis shows genotype and sex of the donor. Data from 336 LCLs (119 GG: 45 females, 74 males; 163 GT: 89 females, 74 males; 54 TT: 16 females, 38 males).

### *Zpbp2* influences *Ormdl3* RNA levels in mouse liver

To determine if the *Zpbp2* region was involved in regulation of *Ormdl3* or *Nr1d1* expression in mice, we used a mouse strain that lacks *Zpbp2* and focused on lungs, small intestine (ileum) and liver, the three organs that are affected in human diseases with association to the *ZPBP2-ORMDL3* region, i.e. asthma, IBD and PBC.

The mouse *Zpbp2* region is orthologous to the human *ZPBP2* region that harbors the functional *cis*-regulatory SNPs rs4795397 and rs12936231 (Fig 4A and 4B). The *Zpbp2* knock-out mice (KO) carry a ~1.5 kb deletion of the *Zpbp2* exons 1 to 3 and do not express *Zpbp2* [29, 30]. The deletion removes part of the *Zpbp2* promoter and enhancer regions and is also associated with hypermethylation of the remainder of the *Zpbp2* promoter, DNAse I hypersensitive sites and putative enhancer (Fig 4B) [29].

**Fig 4:**
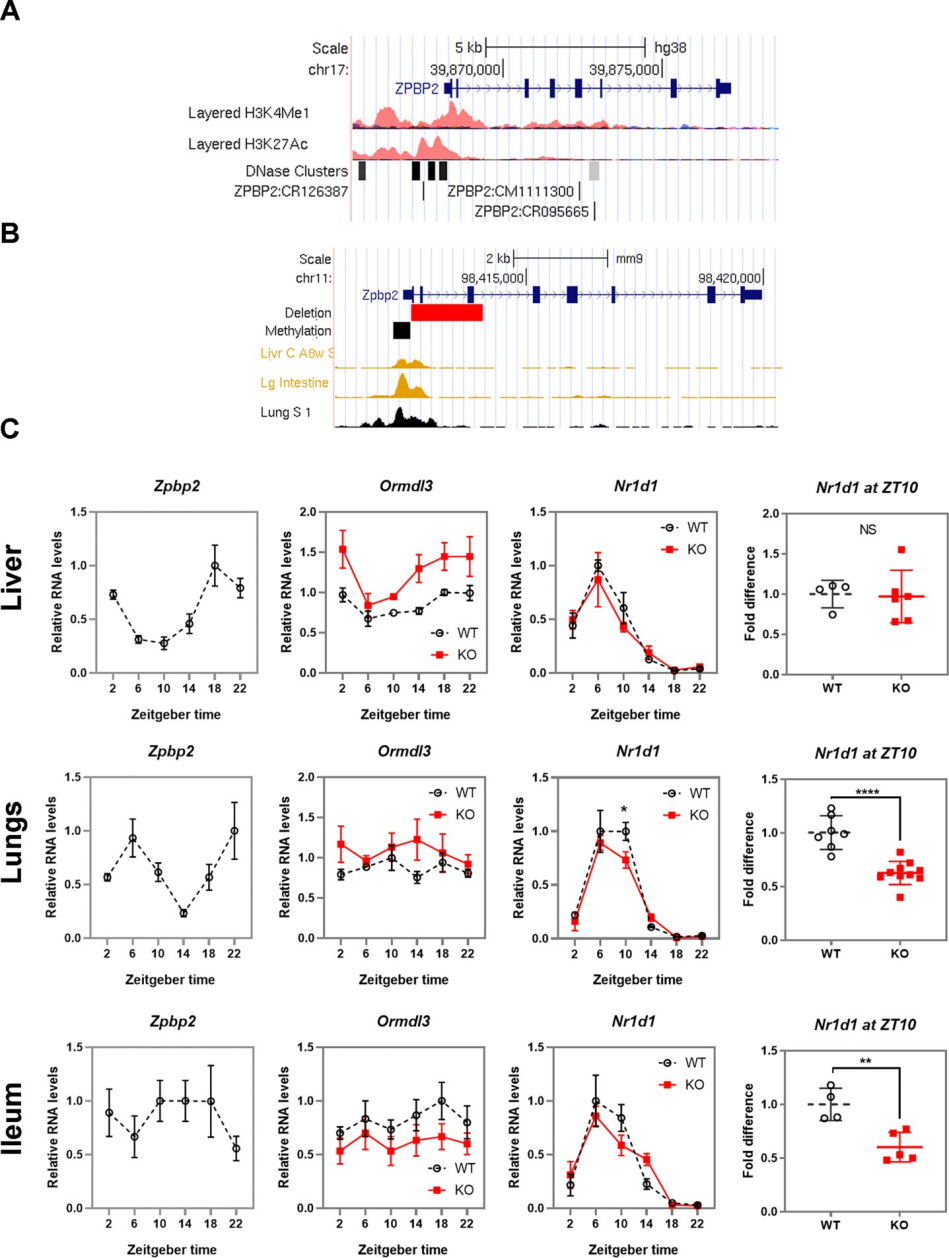
The *Zpbp2* deletion alters expression profiles of *Ormdl3* and *Nr1d1*. **A. The human *ZPBP2* region** harbors several regulatory features, i.e. enhancer marks H3K4me and H3K27ac, DNAse I hypersensitive sites, and regulatory polymorphisms that influence expression of *ORMDL3* and *GSDMB*. All features are shown in the context of the UCSC genome browser (hg38) (https://genome.ucsc.edu). **B. The mouse *Zpbp2* region**. The deletion (red box) and highly methylated region (black box) of the *Zpbp2* promoter overlap with DNAse I hypersensitivity sites in liver, lungs and small intestines (ileum) similar to the enrichment of enhancer marks in the human *ZPBP2* region. All features are shown in the context of the UCSC genome browser (mm9) (https://genome.ucsc.edu). **C. Diurnal profiles of gene expression levels in mouse liver, lungs, and ileum.** Expression levels of *Zpbp2*, *Ormdl3* and *Nr1d1* were determined in WT and KO mice at 6 time points (n = 3 per time point) and normalized to housekeeping gene *Eef2* and the expression maximum in WT mice was set to 1. Error bars for diurnal expression levels show standard error of the mean (SEM). *Nr1d1* expression differences between the KO and WT mice at ZT10 were validated in an independent set of mice and average expression in WT mice was set at 1. Error bars show standard deviation (SD). Significant differences in expression levels between WT and *Zpbp2* KO mice are indicated by asterisks * *p<0*.*05*, **p<0.*01*, **** p<0.*0001*.

In the liver of WT mice, expression levels of *Zpbp2* and *Ormdl3* varied over time with peak levels during the night (ZT18) and trough during the day (ZT6) (*p<0*.*0001* and *p<0*.*005*, respectively, one-way ANOVA) similar to the pattern observed in mice in other studies (Fig 2, S1 Fig) [41–43]. *Nr1d1* RNA levels peaked during the day (ZT6) and dropped during the night (ZT18), as expected (*p<0*.*0001*, one-way ANOVA).

If the deleted region harbored DNA elements that influenced *Nr1d1* regulation, we would observe differences in *Nr1d1* expression between the KO mice and WT controls. If the *Zpbp2* region was involved in the regulation of *Ormdl3*, as suggested by human data [10, 11], we would expect to find changes in *Ormdl3* levels. The *Zpbp2* deletion did not alter the liver *Nr1d1* expression profile. However, *Ormdl3* RNA levels were higher in the KO mice compared to controls (Fig 4C) (*p<0*.*005* and *p<0*.*0001*, for the effects of time and genotype, respectively, two-way ANOVA).

### The *Zpbp2* deletion is associated with changes in the regulation of *Nr1d1* in lungs and ileum

In lungs, *Zpbp2* levels changed with time (*p<0*.*05*, one-way ANOVA), whereas *Ormdl3* levels did not show time-dependent oscillations. Our WT mice had two *Zpbp2* peaks during the day. *Nr1d1* was expressed rhythmically with a peak during the day (ZT6-ZT10) and low expression at night (ZT18-ZT22). KO mice had lower *Nr1d1* expression at ZT10 (*p<0*.*05*, two-way ANOVA followed by multiple comparisons and Sidak’s correction for multiple testing) (Fig 4C). The effect of the deletion on ZT10 *Nr1d1* levels was confirmed in an independent set of WT and KO samples (*p<0*.*0001*, t-test statistics). KO mice also had a minor albeit statistically significant increase in *Ormdl3* RNA levels (***d*** = 0.73, *p<0*.*05*, for the effect of genotype, two-way ANOVA) (Fig 4C and S2 Fig**).**

In ileum, no circadian oscillations in expression of *Zpbp2* or *Ormdl3* were observed. KO mice had ~25% lower *Ormdl3* levels compared to WT mice (***d*** = 0.92, *p<0*.*05* for the effect of genotype, two-way ANOVA) (Fig 4C and S2 Fig**)**. *Nr1d1* levels were lower at ZT10 in KO mice compared to WT controls, similar to the decrease observed in lungs. Lower ZT10 *Nr1d1* levels in KO mice were confirmed in an independent set of mice (*p<0*.*005*, t-test statistics) (Fig 4C**)**.

### The *Zpbp2* deletion impacts the PPAR and cytokine signalling pathways in the mouse lung

Deletion of *Zpbp2* changes the expression profile of the core clock gene *Nr1d1* in lungs. We therefore expected that differences between the lung transcriptomes of KO and WT mice would affect multiple genes and pathways regulated by the circadian clock. To identify the pathways affected by the *Zpbp2* deletion in lungs at two different time points, RNA-seq was performed. 

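The lungs of 3 KO mice (KO4 to KO6) and 3 WT mice (WT4 to WT6) taken at ZT10 were available as read counts for 47069 genes, and the ZT7 libraries are not analysed here. The authors trimmed and filtered the reads, aligned them to GRCm38 with STAR and counted them with HTSeq-count, and deposited the counts without normalization, in 1 column per mouse. Between 19981428 and 46796908 reads per mouse were counted on genes, with a median of 25067731 in WT mice and 20451214 in KO mice. At these depths 3 counts, the smallest number taken as detected, amount to between 0.0629 and 0.148 CPM, the unit of Fig 5C, and this floor covers counting error only. The 17037 genes kept by edgeR's default filter on low counts were tested, with library sizes scaled by the TMM method, and all CPM values use the scaled sizes. Along the axis of largest variance, which held 43.5% of the variance of log2 CPM, the 3 KO mice lay on one side and the 3 WT mice on the other. Exact permutation tests of 3 mice against 3 are two-sided and cannot give a p below 0.1. Zpbp2, the targeted gene, had 1, 2 and 2 counts in WT4, WT5 and WT6 and 0 counts in each of KO4, KO5 and KO6. These counts are at or below the floor of 3 in all 6 mice, so the loss of Zpbp2 RNA was not measurable in the lung at this depth. In the transcript Zpbp2-201, exon 1 runs from 98551152 to 98551322, exon 2 from 98551443 to 98551508 and exon 3 from 98552458 to 98552583, and together with their introns the 3 exons span 1432 bp.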

At ZT7, 40 differentially expressed genes (DEGs) with absolute fold difference |logFC| ≥1.5 and adjusted p-value ≤ 0.05 were identified and used for pathway analysis (S2 Table). At ZT10, 42 DEGs were identified and used for pathway analysis (Fig 5, S2 Table). 

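With the thresholds of |logFC| ≥1.5 and adjusted p-value ≤0.05, 109 of the genes tested at ZT10 passed both, 98 higher and 11 lower in KO mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In each of the 109 genes the 3 KO values did not overlap the 3 WT values. Over all genes tested, 5555 (32.6%) had groups that did not overlap, where chance gives 10%. In proportion, the number past both thresholds moved most without WT5, to 1 gene, and it was 214 without KO4. Npr3 (ENSMUSG00000022206, chromosome 15 from 11839896 to 11907287) had the lowest adjusted p-value among the genes listed in S2 Table. It measured 238 ± 21.5 CPM (SD, n = 3) in WT mice and 61.1 ± 2.56 CPM (SD, n = 3) in KO mice, a log2 fold change of -1.96 (standard error 0.0787, adjusted p = 5.18e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn, the log2 fold change of Npr3 stayed between -2.03 and -1.91. Hsph1 (ENSMUSG00000029657, chromosome 5 from 149614287 to 149636376), which encodes a heat shock protein, measured 260.1 ± 44.3 CPM (SD, n = 3) in WT mice and 69.7 ± 7.93 CPM (SD, n = 3) in KO mice. Its log2 fold change of -1.90 (standard error 0.139, with an adjusted p of 0.00466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was past the threshold in 5 of the 6 fits that each left out 1 mouse. Handling of the mice or the tissue may change heat shock genes and could not be excluded for Hsph1. Arl5c (ENSMUSG00000038352, chromosome 11 from 97989578 to 97996181) lies 0.562 Mb before Zpbp2 and measured 3.96 ± 0.884 CPM (SD, n = 3) in WT mice and 14.2 ± 3.76 CPM (SD, n = 3) in KO mice, a log2 fold change of 1.84 (standard error 0.246, adjusted p = 0.0165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 109 genes, 69 are not in S2 Table, and 15 of these 69 carry immunoglobulin symbols, a family of near-identical genes between which counting can split reads.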

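The KEGG memberships behind the pathway tests in Table 1 are not used here, and gene families were formed from symbols alone. At ZT10, 54 of the 70 genes for chemokine ligands and receptors were expressed highly enough to be tested. Their median log2 fold change in KO mice was 0.33, with 34 genes higher and 20 lower. As a set they were higher in KO mice with p = 0.0335 in limma's camera test with the correlation between genes estimated from the data, or 0.0523 after Benjamini-Hochberg adjustment over the 4 gene sets tested. The mean over the set, on the log2 scale and relative to the WT mean, was 0.30, 0.41 and 0.48 in KO4, KO5 and KO6, against -0.10, -0.02 and 0.12 in WT4, WT5 and WT6. Among the chemokine genes, 10 had an adjusted p-value ≤0.05 over all genes tested, all higher in KO mice, and 21 did when adjusted over the list alone. The set's median ranged from 0.22 without KO4 to 0.50 without WT6, and its camera p was above 0.05 in 3 of the 6 fits that each left out 1 mouse. Of the 224 cytokine and cytokine receptor genes, 162 were tested. Their median log2 fold change was 0.28, with 113 genes higher and 49 lower in KO mice. The camera test of limma gave this set a camera p of 0.00634, or 0.0254 after the same adjustment, and its unadjusted p stayed at or below 0.0273 in each of the 11 alternative settings. In the cytokine set, 26 genes had an adjusted p-value ≤0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 24 of them were higher in KO mice.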

The deletion influenced genes in the PPAR, adipocytokine and chemokine signalling pathways (Table 1).

**Fig 5:**
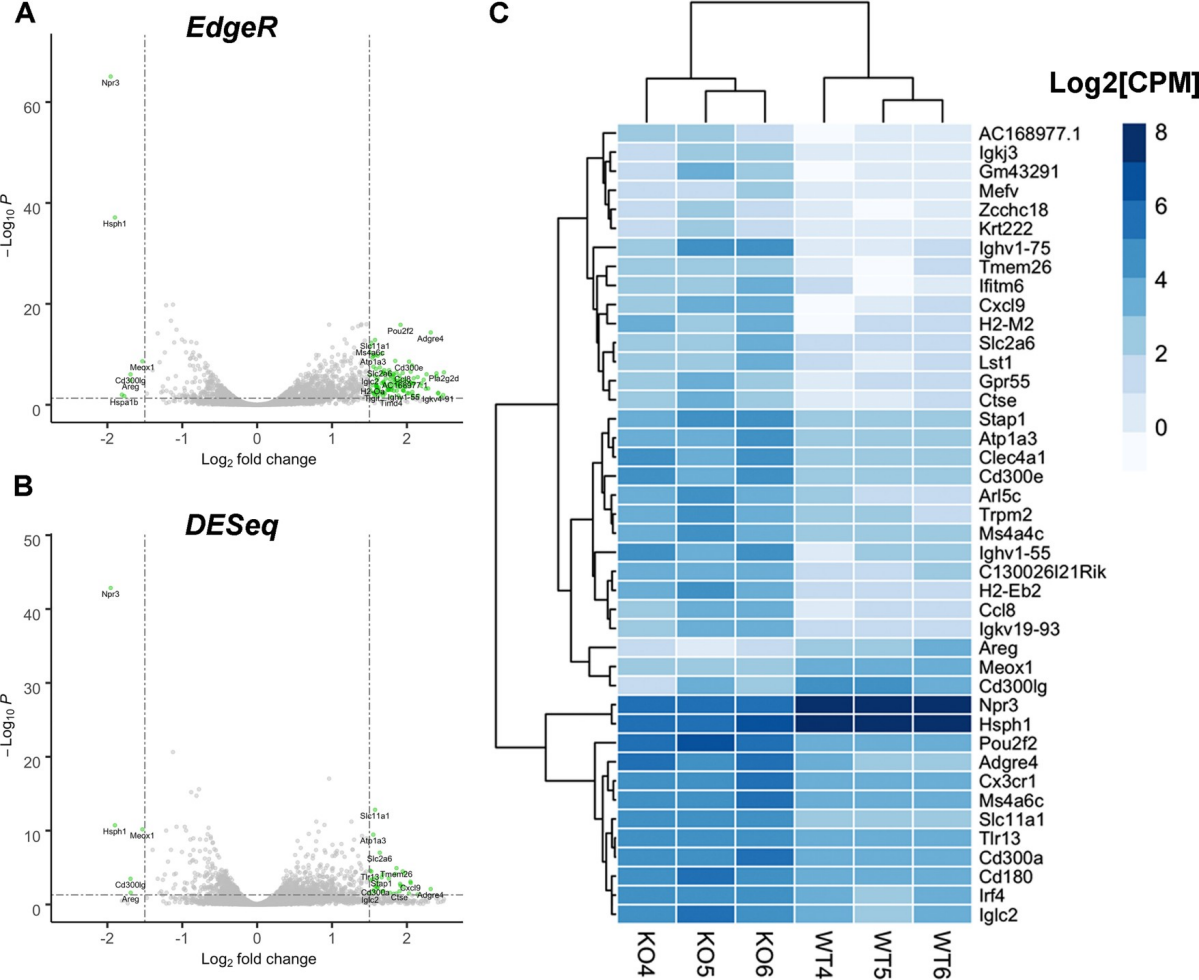
Deletion of *Zpbp2* influences the mouse lung transcriptome. **A. Differential expression analysis results using *EdgeR*.** Dotted lines mark the cut-offs at absolute fold change difference ≥1.5 and adjusted p-value ≤ 0.05. **B. Differential expression analysis results using *DESeq*.** Dotted lines mark the cut-offs at absolute fold change difference ≥1.5 and adjusted p-value ≤ 0.05. **C. Expression heatmap of the 42 differentially expressed genes.** Gene expression in Log_2_ Counts Per Million (CPM); a darker shade of blue indicates higher expression.

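The paper's text does not name the edgeR test, the filter on low counts or the version used for the volcano plots of Fig 5. Run on the same counts and the same filter, edgeR's exact test with Benjamini-Hochberg adjustment placed 239 genes past both thresholds, with 17 of them lower in KO mice. DESeq2, run here in place of DESeq, placed 169 genes past both, 162 higher and 7 lower. Both of these tests called 168 genes, 161 of them higher in KO mice. On simulated counts in which 200 of 16863 genes were changed, edgeR's exact test recovered 95.6% of the changed genes with 18.4% false calls, and DESeq2 recovered 90.7% with 17.9% false calls. The log2 fold change of Npr3 was -1.96 in both, with an adjusted p of 2.03e-66 from edgeR's exact test and 5.79e-107 from DESeq2, each with Benjamini-Hochberg adjustment. For Hsph1 the log2 fold change was -1.90 in both, with an adjusted p of 3.54e-39 from edgeR's exact test and 4.04e-43 from DESeq2. Of the 42 genes in S2 Table, edgeR's exact test called 42 and DESeq2 called 41, with Ighv1-55 left out by DESeq2 (adjusted p = 0.0994). Each of the 42 genes had 3 KO values outside the range of the 3 WT values.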

**Table 1:** Biological pathways affected by the *Zpbp2* deletion in mouse lungs.

ZT7	ZT10
mmu03320: PPAR signaling pathway	mmu04062: Chemokine signaling pathway
mmu04920: Adipocytokine signaling pathway	mmu04060: Cytokine-cytokine receptor interaction
mmu04010: MAPK signaling pathway	
mmu04713: Circadian entrainment	
mmu04915: Estrogen signaling pathway	
mmu04152: AMPK signaling pathway	

## Discussion

We demonstrate that in the mouse *Zpbp2* and *Ormdl3* are regulated by the circadian clock in a tissue-specific fashion. Moreover, deletion of part of the mouse *Zpbp2* gene that removes the region orthologous to the human *cis*-regulatory region is associated with significant changes in the diurnal expression profile of the core clock gene *Nr1d1* in lungs and ileum, but not liver. *Nr1d1* encodes a transcription factor that influences regulation of thousands of genes throughout the genome [26, 45]. Therefore, by modifying *Nr1d1* expression the *Zpbp2* deletion affects expression of multiple genes in the lungs. 

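In the lung at ZT10, Nr1d1 had 6924, 6472 and 6696 counts in WT4, WT5 and WT6 and 4257, 9538 and 4482 counts in KO4, KO5 and KO6. On the log2 CPM scale these were 8.12, 8.28 and 7.76 in the WT mice and 7.70, 7.64 and 7.79 in the KO mice. The log2 fold change of -0.36 (standard error 0.126) had an unadjusted p of 0.0247 and an adjusted p of 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the threshold of 0.05. The groups overlapped, since WT6 lay below KO6, and the exact permutation test gave p = 0.200. With each mouse left out in turn, the log2 fold change stayed between -0.49 and -0.24. Under DESeq2 the adjusted p-value of Nr1d1 was 0.0359, and over all alternatives it ranged from 0.0300 to 0.334. The deposited counts do not record whether strand was used, so reads from the overlapping end of Thra could not be separated from those of Nr1d1. A list of 19 clock genes had a median log2 fold change of -0.12, with 13 genes lower in KO mice. As a set it had a camera p of 0.0392, or 0.0523 after Benjamini-Hochberg adjustment over the gene sets tested, and the mean over the set was below the WT mean in 3 of 3 KO mice. Camera looks for a shift of the whole list in a common direction. Opposite changes within the list, in which 6 genes were higher, would offset each other, so this p cannot decide whether the clock changed. The camera p of the clock set was above 0.05 in 5 of the 6 fits that left out 1 mouse, with 0.0877 without KO6 the highest of them. Only Ciart and Per2 of the list had an adjusted p-value ≤0.05 from edgeR's quasi-likelihood test, both over all genes and over the list alone. Ciart (ENSMUSG00000038550, chromosome 3 from 95878503 to 95882251) measured 38.7 ± 0.809 CPM (SD, n = 3) in WT mice and 28.1 ± 0.739 CPM (SD, n = 3) in KO mice, a log2 fold change of -0.46 (standard error 0.0537, adjusted p = 0.0120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Per2 (ENSMUSG00000055866, chromosome 1 from 91415982 to 91459324) measured 170.4 ± 10.2 CPM (SD, n = 3) in WT mice and 128 ± 6.42 CPM (SD, n = 3) in KO mice, a log2 fold change of -0.41 (standard error 0.0640, adjusted p = 0.0223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these was past the threshold in 3 of the 6 fits that left out 1 mouse. Per1 had a log2 fold change of 0.05, Per3 of 0.09, Dbp of -0.05, Nr1d2 of -0.15 and Arntl of 0.50, with adjusted p-values between 0.119 and 0.792 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under DESeq2 the adjusted p-value of Nr1d2 was 0.0490, past the threshold, and those of Per1, Per3, Dbp and Arntl lay between 0.270 and 0.835. The sign for Per1 and for Dbp changed in 1 of the fits that left out a mouse. Because NR1D1 regulates genes across the genome, the paper reasons that the deletion acts on many lung genes by modifying Nr1d1 expression. In the paper the lower Nr1d1 of KO lungs at ZT10 rests on RT-qPCR, in its time course and in an independent set of mice. Those measurements are not analysed here, and the log2 fold change of Nr1d1 in the counts had the same direction.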

At ZT7, PPAR signaling, which is known to play a critical role in aligning the circadian clock and lipid metabolism, is one of the most pronounced changes. This is particularly interesting since the *Zpbp2* KO mice are prone to obesity as they age and show changes in sphingolipid metabolism, i.e. lower levels of sphingosine-1-phosphate (S1P) and very long chain ceramides [29]. Reduced levels of S1P are consistent with the increase in the expression of *Ormdl3*, which is an inhibitor of sphingolipid metabolism. At ZT10, *Zpbp2* KO mice have higher expression levels of genes involved in chemokine signaling, inflammation and immunity, i.e. processes that are intertwined with circadian rhythms (reviewed in [24]). 

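Cd300a (ENSMUSG00000034652, chromosome 11 from 114890041 to 114904654) and Cd300e (ENSMUSG00000048498, chromosome 11 from 115051917 to 115062177) encode receptors of white blood cells. At ZT10 Cd300a measured 8.92 ± 1.13 CPM (SD, n = 3) in WT mice and 26.7 ± 7.53 CPM (SD, n = 3) in KO mice, a log2 fold change of 1.58 (standard error 0.206, adjusted p = 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd300e measured 4.06 ± 0.129 CPM (SD, n = 3) in WT mice and 16.6 ± 6.82 CPM (SD, n = 3) in KO mice, a log2 fold change of 2.02 (standard error 0.303, adjusted p = 0.0206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pou2f2 (ENSMUSG00000008496, chromosome 7 from 25087344 to 25179726), which encodes a transcription factor of B cells, measured 14.8 ± 1.37 CPM (SD, n = 3) in WT mice and 55.6 ± 19.8 CPM (SD, n = 3) in KO mice, a log2 fold change of 1.92 (standard error 0.247, adjusted p = 0.0148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd300a and Pou2f2 each had an adjusted p-value ≤0.05 in 4 of the 6 fits that left out 1 mouse, and Cd300e in 3. Among chemokine genes below the fold threshold, Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) had a log2 fold change of 0.83 (standard error 0.114, adjusted p = 0.0176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl5 (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) had a log2 fold change of 0.89 (standard error 0.156, adjusted p = 0.0268 from the same test with Benjamini-Hochberg adjustment in edgeR). In the 6 fits that left out 1 mouse, the adjusted p-value was ≤0.05 in 4 for Ccr2 and 2 for Ccl5. Ackr1 (ENSMUSG00000037872, chromosome 1 from 173331886 to 173333750), with 9 to 63 counts per mouse, had a log2 fold change of 1.34 (standard error 0.250, adjusted p = 0.0303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was past the threshold in 1 of the 6 fits that left out 1 mouse. Genes that mark cell types or handling were followed as 15 lists, which include Ccr2, Cx3cr1 and Cd300e among the monocyte genes. The 12 monocyte genes had a median log2 fold change of 1.13, with 11 higher in KO mice, with a camera p of 0.0123 from limma, or 0.0922 after Benjamini-Hochberg adjustment over the 15 lists. The 10 B cell genes were all higher, with a median of 1.91 and a camera p of 0.140, or 0.416 after the same adjustment. At their estimated inter-gene correlation of 0.975 camera weighs these genes almost as a single gene, so this p cannot exclude more B cells. Relative to the WT mean, the mean of the B cell genes was higher by 0.85, 2.86 and 1.11 on the log2 scale in KO4, KO5 and KO6.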

NR1D1 is a transcriptional repressor and controls cytokine production and inflammation [24, 46, 47]. It is therefore plausible that a modest decrease in *Nr1d1* levels in *Zpbp2* KO mice is associated with higher expression of several immunity-related genes, e.g. interferon regulatory factor 4 (*Irf4*), C-C motif chemokine ligand 8 (*Ccl8*), toll-like receptor 13 (*Tlr13*), C-X-C motif chemokine ligand 9 (*Cxcl9*), and chemokine (C-X3-C motif) receptor 1 (*Cx3cr1*). 

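In these counts Nr1d1 was lower in KO mice without passing the threshold of the quasi-likelihood test adjusted over all genes tested. Beside Nr1d1, the 5 immunity-related genes were higher in each KO mouse than in any WT mouse (exact permutation test, p = 0.1 for each gene, the smallest p possible). Irf4 (ENSMUSG00000021356, chromosome 13 from 30749226 to 30766976) measured 8.75 ± 1.45 CPM (SD, n = 3) in WT mice and 25.5 ± 6.58 CPM (SD, n = 3) in KO mice. The log2 fold change of 1.54 (standard error 0.210) had an adjusted p of 0.0176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl8 (ENSMUSG00000009185, chromosome 11 from 82115185 to 82116799) measured 2.74 ± 1.23 CPM (SD, n = 3) in WT mice and 10.6 ± 2.53 CPM (SD, n = 3) in KO mice. Its log2 fold change of 1.94 (standard error 0.347) had an adjusted p of 0.0279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tlr13 (ENSMUSG00000033777, chromosome X from 106143204 to 106160493) measured 9.23 ± 1.26 CPM (SD, n = 3) in WT mice and 26.3 ± 5.34 CPM (SD, n = 3) in KO mice. For Tlr13 the log2 fold change of 1.50 (standard error 0.173) had an adjusted p of 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) measured 1.97 ± 1.29 CPM (SD, n = 3) in WT mice and 8.23 ± 2.31 CPM (SD, n = 3) in KO mice. Its log2 fold change of 2.04 (standard error 0.474) had an adjusted p of 0.0505 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the threshold. Over the alternatives set for single genes the adjusted p of Cxcl9 ranged from 5.24e-05 with edgeR's exact test to 0.182. Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879) measured 11.3 ± 1.50 CPM (SD, n = 3) in WT mice and 32.4 ± 6.74 CPM (SD, n = 3) in KO mice. For Cx3cr1 the log2 fold change of 1.52 (standard error 0.172) had an adjusted p of 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the 6 fits that each left out 1 mouse, the adjusted p-value was ≤0.05 in 2 for Irf4, 2 for Ccl8, 4 for Tlr13, 1 for Cxcl9 and 4 for Cx3cr1, and each log2 fold change stayed positive.

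**Figure D2:**
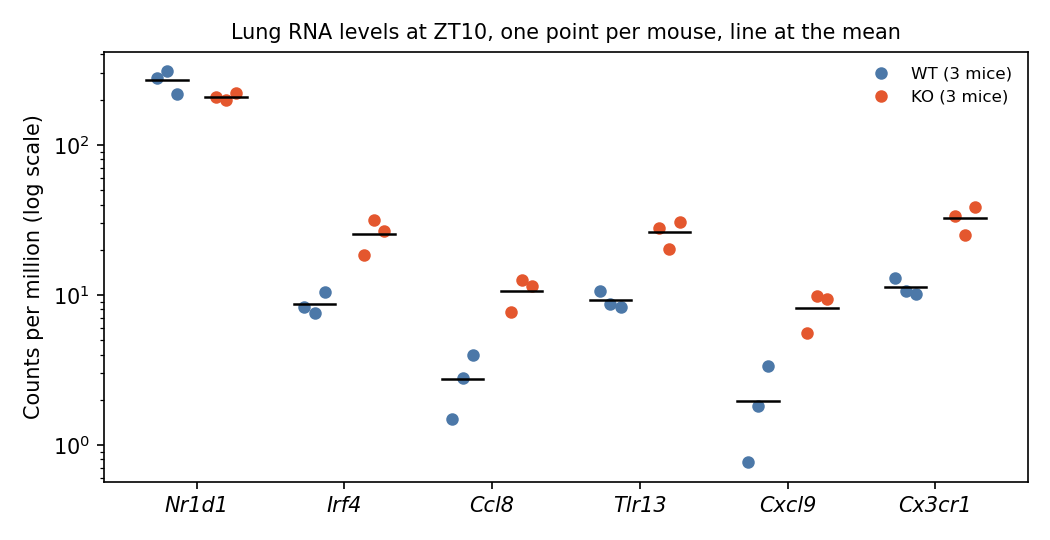
CPM values (y axis, log scale) of Nr1d1 and 5 immunity-related genes in the lung at ZT10, with 1 point per mouse, WT in blue and KO in orange, and a line at the mean of 3 mice. The KO points lie above the WT points for Irf4, Ccl8, Tlr13, Cxcl9 and Cx3cr1, and the groups overlap for Nr1d1.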

Several orthologs of genes implicated in susceptibility to inflammatory conditions in humans, e.g. solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1 (*Slc11a1*, also known as *Nramp*) and amphiregulin (*Areg*) are among the ZT10 DEGs. It is also worth keeping in mind that we used rather stringent criteria for DEG selection. 

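At ZT10 Slc11a1 (ENSMUSG00000026177, chromosome 1 from 74375195 to 74386062) had 194, 154 and 232 counts in WT4, WT5 and WT6 and 470, 922 and 515 counts in KO4, KO5 and KO6. It measured 7.56 ± 0.221 CPM (SD, n = 3) in WT mice and 22.6 ± 3.06 CPM (SD, n = 3) in KO mice, a log2 fold change of 1.57 (standard error 0.116, adjusted p = 0.00466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change stayed between 1.48 and 1.67 with each mouse left out, and the adjusted p-value was ≤0.05 in 5 of these 6 fits. Areg (ENSMUSG00000029378, chromosome 5 from 91139599 to 91148432) was lower in KO mice, with 136, 124 and 334 counts in WT4, WT5 and WT6 and 56, 87 and 49 counts in KO4, KO5 and KO6. It measured 7.41 ± 2.95 CPM (SD, n = 3) in WT mice and 2.33 ± 0.463 CPM (SD, n = 3) in KO mice, a log2 fold change of -1.69 (standard error 0.306, adjusted p = 0.0286 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WT6 held the highest value of Areg, and leaving out each mouse in turn moved the log2 fold change between -1.87 and -1.31, with an adjusted p-value ≤0.05 in 2 of the 6 fits. For both genes the 3 KO and 3 WT values did not overlap (exact permutation test, p = 0.1 each).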

Including genes with smaller than 3-fold difference in expression levels dramatically increases the number of DEGs (Fig 5A and 5B).

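Without a fold threshold, 1089 genes had an adjusted p-value ≤0.05 at ZT10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 634 of them (58.2%) higher and 455 lower in KO mice. With a fold change of at least 1.5 in place of |logFC| ≥1.5, 552 genes passed, 435 higher and 117 lower. At an unadjusted p under 0.05 there were 4347 genes. Without the fold threshold edgeR's exact test gave 1263 genes and DESeq2 gave 1913, and leaving out WT5 moved the number most, to 1 gene. With an offset for the GC content of each gene in each library, 1573 genes passed without the fold threshold, and 37.4% of them were higher in KO mice. This offset also moved the median log2 fold change of all tested genes from 0.00295 to -0.0577, so the lower share cannot be told apart from a shift common to most genes.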

Several lines of evidence suggest that the human *ZPBP2* region harbors an enhancer and a CTCF-binding site whose functions are modified by genetic variants associated with predisposition to asthma and several other chronic inflammatory diseases [10, 11]. Genetic variants in the *ZPBP2* gene are also associated with changes in the expression levels of *ORMDL3* in human cells [10, 11]. Our data support the role of the *ZPBP2* region in the regulation of *ORMDL3*, as deletion of the mouse orthologous region is associated with changes in *Ormdl3* RNA levels in mouse liver, lungs and ileum. Moreover, the deletion has opposite effects in liver and ileum, i.e. leads to upregulation of *Ormdl3* in liver and reduced expression in ileum.

Our data show that the *Zpbp2* region is involved in the regulation of *Nr1d1*. These findings are novel and demonstrate the importance of the inclusion of the time axis in GWAS follow-up studies, including eQTL analyses and mouse model-based experiments. Our data are consistent with published results that show chromatin interactions between the *Zpbp2* and *Nr1d1* genic regions [28] and data from 4C-seq experiments done by other groups that demonstrate interactions between the *Nr1d1* “super-enhancer” and the *Zpbp2* and *Ormdl3* regions [48]. This may explain why this deletion leads to changes in the diurnal expression profile of *Nr1d1*, which is located 200 kb away.

Remarkably, the *Zpbp2* deletion altered *Nr1d1* expression levels only at one of the tested time points, at ZT10. We speculate that such a time specificity points to a time-dependent interaction between the *Zpbp2* and *Nr1d1* genes. Interestingly, levels of the CLOCK protein and its association with chromatin peak at ZT10 [27, 49]. Given that *Nr1d1* transcription is tightly regulated by the CLOCK/BMAL1 complex [50], it is possible that the effect of the deletion on *Nr1d1* expression is mediated through changes in CLOCK binding. Whether the deletion changes the configuration of chromatin loops or it is the *Zpbp2* gene product that is critical for *Nr1d1* regulation will have to be determined in future studies.

To detect a time-specific change in the human, one would have to analyze *NR1D1* expression in both genotype- and time-dependent fashion in different cell types. Therefore, we speculate that lack of a significant *cis*-effect of the *ZPBP2* rs11557467 genotype on *NR1D1* expression in human LCLs as shown here as well as in GTEX data [51] is insufficient to refute the hypothesis of regulatory interactions between the two genes in human cells and that genetic variants influence the *NR1D1* expression profile.

Our recent studies found interaction between 17q12-q21 alleles, DNA methylation levels, sex, and asthma with genetic association being more pronounced in males and DNA methylation of the *ZPBP2* promoter region being associated with reduced risk of asthma in females [52, 53]. Therefore, we asked if sex was also a modifier of gene expression levels. In human LCLs, we observed a sex bias in the levels of *ORMDL3* (higher in females) and *ZPBP2* (higher in males), but not *NR1D1*. In mice, no evidence for sex bias in the regulation of *Ormdl3*, *Zpbp2*, or *Nr1d1* was found ([29] and present study).

The ensemble of published works suggests that daVs and variation in DNA methylation influence transcriptional regulation of several genes residing in the 17q12-q21 region with *ORMDL3* and *GSDMB* having been investigated in greater detail as potential disease gene candidates (reviewed in [54]). Based on our new data, we propose that *NR1D1* should be added to the list of gene candidates underlying the GWAS associations in the *ZPBP2-ORMDL3* region. Further studies in humans are necessary to test this hypothesis and clarify the importance of diurnal variation for the genetic association between 17q12-q21 alleles and disease.

## Supporting information

S1 Fig **Diurnal oscillations in the expression levels of *Nr1d1*, *Ormdl3*, and *Zpbp2*** in the (A) distal colon and (B) liver of mice housed in LD (light/dark) conditions (data from [42, 43]).
(TIF) Click here for additional data file.

S2 Fig *Ormdl3* expression levels in KO and WT mice in different organs. The y-axis shows *Ormdl3* RNA levels normalized by *Eef2*. Error bars represent SD. Significant differences in expression levels between WT and *Zpbp2* KO mice are indicated by asterisks * *p<0*.*05*, **** p<0.*0001*.
(TIF) Click here for additional data file.

S1 Table Primers used for qPCR experiments (5’- 3’). 

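The table lists the primers behind the RT-qPCR levels of Nr1d1, Ormdl3 and Zpbp2, which the authors normalized to Eef2. Each primer was matched to the GENCODE mouse release 21 transcripts of GRCm38. The Nr1d1 primers GCGGTGGTGCTTGTCTCT and TTCTCGGAATGCATGTTGTT match exon 7 and exon 8 of Nr1d1-201, on chromosome 11 from 98769053 to 98769070 and from 98768251 to 98768270. The reverse primer of Nr1d1 lies where Thra overlaps on the other strand. The Zpbp2 primers TTTTCGGAAACAAGCACACA and GACAGGTGACATCCACATCG match exon 7 and exon 8 of Zpbp2-201, downstream of the deleted exons, from 98557521 to 98557540 and from 98558238 to 98558257. The Eef2 primers GCTGGTACCCCCATGTTTG and CGCGTCTCAGCTACCACTT match exon 13 and exon 14 of Eef2-201 on chromosome 10. The forward primer listed for Ormdl3, AGACTCCAGACCAAGGCAAA, matches exon 3 of Ormdl3-201 from 98583225 to 98583244, and also Gm12538. The reverse primer listed for Ormdl3 is the same sequence as the reverse primer listed for Zpbp2 and matches no transcript of Ormdl3.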

(DOCX) Click here for additional data file.

S2 Table List of lung differentially expressed genes and transcripts. 

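S2 Table gives a log2 fold change of KO against WT mice for each DEG at each time point, rounded to 1 decimal. The 42 genes it lists for ZT10 were all among the genes tested, and all 42 had the sign the table gives. The re-derived log2 fold changes ran from -1.96 to 3.49, and the largest difference from the table's values was 0.0524 on the log2 scale. Past both thresholds were 40 of the 42 genes, and the 2 others were Ighv1-55, with an adjusted p of 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Cxcl9. Adjusted over the 42 genes alone, all 42 had an adjusted p-value ≤0.05, which shows no stability since the list holds the paper's own calls on these mice. Npr3 was the only 1 of the 42 genes that was past both thresholds in all 6 fits that left out 1 mouse, and single fits called from 1 to 35 of the 42. Ighv1-75, the listed gene with the highest log2 fold change, belongs to the immunoglobulin genes, as does Ighv1-55, and their reads can be shared between near-identical genes.

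**Figure D3:**
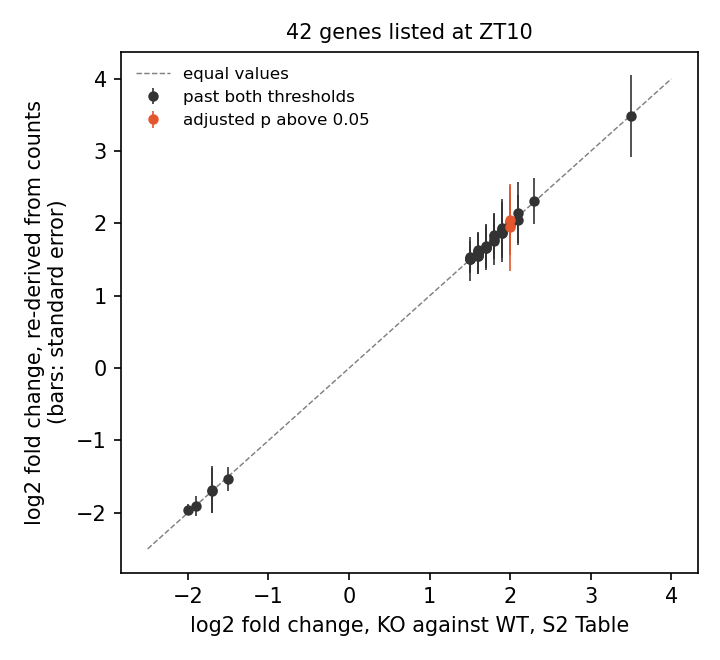
Log2 fold change of KO against WT mice for the 42 genes listed at ZT10, as given in S2 Table (x axis) and as re-derived from the deposited counts (y axis, bars for the standard error). The points lie along the dashed line of equal values, and the 2 genes in orange, Cxcl9 and Ighv1-55, have an adjusted p-value above 0.05.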

(DOCX) Click here for additional data file.

# Supplementary material for: Regulatory interaction between the ZPBP2-ORMDL3/Zpbp2-Ormdl3 region and the circadian clock
**Source:** PLoS One. 2019 Sep 27;14(9):e0223212. doi: 10.1371/journal.pone.0223212
**Supplement:** S1 Table

**S1 Table.** **Primers used for qPCR experiments (5’- 3’)**

| Gene | Forward | Reverse |
| --- | --- | --- |
| *Nr1d1* | GCGGTGGTGCTTGTCTCT | TTCTCGGAATGCATGTTGTT |
| *Ormdl3* | AGACTCCAGACCAAGGCAAA | GACAGGTGACATCCACATCG |
| *Zpbp2* | TTTTCGGAAACAAGCACACA | GACAGGTGACATCCACATCG |
| *Eef2* | GCTGGTACCCCCATGTTTG | CGCGTCTCAGCTACCACTT |

# Supplementary material for: Regulatory interaction between the ZPBP2-ORMDL3/Zpbp2-Ormdl3 region and the circadian clock
**Source:** PLoS One. 2019 Sep 27;14(9):e0223212. doi: 10.1371/journal.pone.0223212
**Supplement:** S2 Table

**S2 Table. List of lung differentially expressed genes and transcripts.**

| ZT7 | | ZT10 | |
| --- | --- | --- | --- |
| Gene Symbol | **LogFC (KO vs WT)** | **Gene Symbol** | **LogFC (KO vs WT)** |
| *Bmp10* | -12.9 | *Npr3* | -2.0 |
| *Ucp1* | -9.1 | *Hsph1* | -1.9 |
| *Myl2* | -6.6 | *Cd300lg* | -1.7 |
| *Pck1* | -3.7 | *Areg* | -1.7 |
| *Lep* | -3.2 | *Meox1* | -1.5 |
| *Tmem45b* | -3.1 | *Tlr13* | 1.5 |
| *Plin1* | -3.1 | *Iglc2* | 1.5 |
| *A530016L24Rik* | -2.9 | *Ms4a6c* | 1.5 |
| *Alpk2* | -2.9 | *Cx3cr1* | 1.5 |
| *Thrsp* | -2.8 | *Irf4* | 1.5 |
| *Corin* | -2.6 | *Atp1a3* | 1.6 |
| *Pnpla3* | -2.5 | *Clec4a1* | 1.6 |
| *Adipoq* | -2.4 | *Ms4a4c* | 1.6 |
| *Cd300lg* | -2.3 | *Slc11a1* | 1.6 |
| *Fabp4* | -2.3 | *Cd300a* | 1.6 |
| *Apol6* | -2.2 | *Trpm2* | 1.6 |
| *Mrap* | -2.2 | *Lst1* | 1.6 |
| *Cacna1h* | -2.2 | *Gpr55* | 1.6 |
| *Aoc3* | -2.1 | *Cd180* | 1.6 |
| *Ryr2* | -2.0 | *Slc2a6* | 1.6 |
| *Plin4* | -2.0 | *Stap1* | 1.7 |
| *Car3* | -1.8 | *Zcchc18* | 1.7 |
| *Cidec* | -1.7 | *C130026I21Rik* | 1.7 |
| *Sncg* | -1.7 | *Igkj3* | 1.7 |
| *Casq2* | -1.7 | *Mefv* | 1.8 |
| *Ndrg4* | -1.7 | *Igkv19-93* | 1.8 |
| *Tenm4* | -1.7 | *H2-Eb2* | 1.8 |
| *Nat8l* | -1.6 | *Arl5c* | 1.8 |
| *Dgat2* | -1.5 | *Krt222* | 1.9 |
| *Pdk4* | -1.5 | *Tmem26* | 1.9 |
| *Ckmt2* | -1.5 | *Ctse* | 1.9 |
| *Zfp36* | 1.6 | *H2-M2* | 1.9 |
| *Cyr61* | 1.8 | *Pou2f2* | 1.9 |
| *Junb* | 1.8 | *Ccl8* | 1.9 |
| *Fos* | 2.6 | *Ighv1-55* | 2.0 |
| *Gm26917* | 3.3 | *AC168977.1* | 2.0 |
| *Hspa1a* | 3.4 | *Cd300e* | 2.0 |
| *Hspa1b* | 3.4 | *Cxcl9* | 2.0 |
| *Alb* | 4.0 | *Ifitm6* | 2.1 |
| *BC018473* | 8.7 | *Gm43291* | 2.1 |
|  |  | *Adgre4* | 2.3 |
|  |  | *Ighv1-75* | 3.5 |

How the deposited data were processed for this re-analysis (not part of the article)

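The data behind the conclusions on the lung transcriptome were re-derived from the counts that the authors deposited for lungs taken at ZT10, with 1 library per mouse for 3 WT mice (WT4 to WT6) and 3 KO mice (KO4 to KO6). The ZT7 libraries, the RT-qPCR measurements, the human expression data and the public mouse time series are not analysed here. Each library was assigned to its group by its name, which the paper's methods give, and no library was left out.

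According to the paper, the authors trimmed the reads and filtered them for quality, aligned them to GRCm38 with STAR and counted reads with HTSeq-count inside the GenPipes pipeline. The values they deposited are whole counts per Ensembl gene without normalization, for 47069 genes. The paper's text does not state the annotation release, the strand setting of the counting or the versions of the tools. Overlapping genes on opposite strands and genes with near-identical copies, such as histone and immunoglobulin genes, are therefore reported as uncertain. Gene names, positions, GC content and transcript length were read from GENCODE mouse release 21 for GRCm38, which placed 46488 of the 47069 genes. Total counts per mouse lay between 19981428 and 46796908, at which 3 counts equal between 0.0629 and 0.148 CPM. A gene with all libraries of a group at or under 3 counts was given a lower bound in place of a fold change.

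Differential expression of KO against WT mice was tested in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood test (glmQLFit and glmQLFTest), with TMM normalization, the default filterByExpr filter (minimum count 10, minimum total count 15) and Benjamini-Hochberg adjustment over the 17037 genes kept. All 6 libraries entered the fit without covariates. A DEG had |log2 fold change| of at least 1.5 and an adjusted p-value of at most 0.05, as in the paper. The standard error of a log2 fold change was computed as its size divided by the square root of the test's F statistic. CPM values were computed on TMM-scaled library sizes, and SD values are between the 3 mice of a group. Differences of single genes on the log2 CPM scale were also tested by two-sided exact permutation tests, for which 3 mice against 3 allow no p below 0.1.

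Gene sets (chemokine ligands and receptors, cytokines and their receptors, clock genes, and genes that S2 Table lists as lower at ZT7) were tested with the camera test of limma 3.58.1 with the inter-gene correlation estimated from the data. The p-values were adjusted over these 4 sets, and separately over 15 lists of genes that mark cell types or handling. The sets follow gene symbols, since KEGG memberships were not used. Genes within 10 Mb of Zpbp2 were compared with all other tested genes by a two-sided Fisher's exact test, and with other 20 Mb windows moved in steps of 1 Mb that held at least 50 tested genes.

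The genes named in the text follow a rule: Zpbp2, Ormdl3, Nr1d1 and Eef2, the genes the paper's discussion names at ZT10, genes of S2 Table, members of the sets, tested genes from Zpbp2 to Nr1d1, genes past both thresholds within 10 Mb of Zpbp2, sex-linked genes, and the 5 largest rises and 5 largest falls past both thresholds whose groups did not overlap.

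Alternatives to these choices were DESeq2 size factors and upper-quartile factors in the same fit, no filter, at least 10 counts in every library, edgeR's exact test, DESeq2 1.42.0, genes called by both of these tests, the replicate number as a block, no immunoglobulin genes, an offset for GC content, a fold change of at least 1.5, each mouse left out in turn, a fixed inter-gene correlation of 0.01, limma's fry test, and windows of 5 and 20 Mb. Other splits of the 6 libraries into 3 and 3 were fitted in the same way.

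The fits were tested on simulated data, in 5 sets of counts for 16863 genes with 200 genes changed by a log2 fold change of 2 in size. At an adjusted p-value of at most 0.05 without the fold threshold, the quasi-likelihood test recovered 93.4% of these 200 genes with 6.88% false calls. Calls in a correlated gene set and in a gene set with a smaller shift, also simulated, were not counted as false. In the same simulated counts camera called 0 of 5 unchanged correlated gene sets and 5 of 5 shifted gene sets. The tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.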

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

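Setting these genes against the windows around Zpbp2 and against the marker lists was chosen only after their values were seen. The 5 genes in this part have the largest rises in KO mice among genes past both thresholds whose groups did not overlap. They were singled out because the paper lists none of them at ZT10, so they are a signal outside the genes it discusses for that time. With DESeq2 size factors or upper-quartile factors in place of TMM, each of the 5 kept its direction and its side of the threshold. The total counts of KO and WT mice overlapped (exact permutation test, p = 1), so library size does not separate the groups.

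BC018473 had 2, 1 and 2 counts in WT4, WT5 and WT6 and 861, 5550 and 982 counts in KO4, KO5 and KO6, at least 573-fold higher in KO mice (adjusted p = 0.00466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 1.23e-77 to 0.0557). The fitted log2 fold change of BC018473 is uncertain, since its WT counts lie below the floor of 3. It ran from 9.32 to 10.2 across the 6 fits that each left out 1 mouse, so the size depends on single mice. The adjusted p-value was at most 0.05 in 5 of these fits. The paper lists BC018473 as higher at ZT7 only, with the paper's log2 fold change of 8.7. St6galnac1, which lies beside it on chromosome 11, had 4, 0 and 1 counts in WT mice and 10, 99 and 15 in KO mice. Its log2 fold change was 4.09 (adjusted p = 0.0440 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 1.52e-06 to 0.159), and the adjusted p-value was at most 0.05 in 1 of the 6 fits that each left out 1 mouse. The 2 genes lie 18.2 Mb from Zpbp2. A candidate explanation is DNA of the donor strain of the targeted cells that stayed linked to the deletion. Only 3.19% of the other 20 Mb windows held as large a share of genes with an adjusted p-value of at most 0.05 as the window around Zpbp2. Both genes lie outside that window of 10 Mb on each side, and inside the wider one of 20 Mb on each side, where the odds ratio was 2.14. The genotypes of the mice along chromosome 11 are not analysed here, so an effect of the deletion could not be told apart from an effect of linked DNA.

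Igkv11-125 had 0, 5 and 0 counts in WT mice and 13, 68 and 67 in KO mice, a log2 fold change of 4.63 (adjusted p = 0.0484 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 1.56e-07 to 0.149). Igkv1-88 had 14, 4 and 3 counts in WT mice and 89, 242 and 35 in KO mice, a log2 fold change of 3.74 (adjusted p = 0.0249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 1.68e-09 to 0.122). Across the 6 fits that each left out 1 mouse, the log2 fold change of Igkv11-125 ran from 3.93 to 8.67. Its adjusted p-value was at most 0.05 in 1 of these fits, and that of Igkv1-88 in 4. Both genes belong to the immunoglobulin genes, between whose near-identical copies counting may have split reads, so the values of single genes are uncertain. More B cells in the KO lungs may also raise them. The 10 B cell genes were all higher in KO mice with a median log2 fold change of 1.91, yet the camera p was 0.140, or 0.416 adjusted over the 15 lists. Their estimated inter-gene correlation was 0.975, at which camera weighs the 10 genes almost as a single gene. This p therefore cannot exclude more B cells. In edgeR's quasi-likelihood test all 10 had an adjusted p-value of at most 0.05 over the list alone, and 0 did over all genes tested. The monocyte genes gave an adjusted p of 0.0922 in the same camera test, and no list passed the adjustment, with 4 lists at an unadjusted p under 0.05. A different mixture of cells could therefore not be told apart from a change within cells.

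Glycam1 had 0, 2 and 5 counts in WT mice and 9, 172 and 53 in KO mice, a log2 fold change of 4.60 (adjusted p = 0.0407 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 8.62e-08 to 0.157). Its adjusted p-value was at most 0.05 in 1 of the 5 fits without 1 mouse in which it was tested. No technical or biological explanation was tested for Glycam1 alone.

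Across the 16962 genes with a value, the log2 fold change had a Spearman rho of -0.0680 with GC content and of -0.0320 with transcript length. Across genes, which are not independent replicates, neither property followed the change closely. Of 4 splits of the libraries that part all 3 same-numbered pairs, 1 gave as many genes past both thresholds as the comparison of KO and WT mice, which is that comparison itself, and 4 splits allow no smaller share.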

How the results depend on the processing

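All alternatives were set before the data were examined, apart from the unfiltered fits of edgeR's exact test, of DESeq2 and of both together, which were chosen after seeing the data.

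The number of genes past both thresholds was 109. It stayed within 1.5 times of that with DESeq2 size factors, upper-quartile factors, at least 10 counts in every library, no immunoglobulin genes, the GC offset and the fit without KO5. It was 211 without a filter, 239 with edgeR's exact test, 169 with DESeq2 and 168 for genes called by both. Unfiltered, it was 296 with edgeR's exact test, 172 with DESeq2 and 168 for both. With a fold change of at least 1.5 in place of the paper's threshold it was 552. It ranged from 1 to 214 across the 6 fits that each left out 1 mouse. Genes shared with the 109 numbered 109 under edgeR's exact test, 93 under DESeq2 and 96 under the GC offset, which left the other 13 below the fold threshold, all with an adjusted p-value of at most 0.05. The cause of the other changes was not tested.

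The number of genes with an adjusted p-value of at most 0.05 was 1089, against 1913 with DESeq2, 1857 with unfiltered DESeq2, and 1 to 1278 across the fits that left out 1 mouse. The GC offset gave 1573 genes, of which 37.4% were higher in KO mice, against 58.2% of the 1089, while 97 of the 109 genes it placed past both thresholds were higher. It also moved the median log2 fold change of all tested genes from 0.00295 to -0.0577, so the lower share cannot be told apart from a shift common to most genes. Of the 42 genes in S2 Table, 40 were called, 33 with the GC offset, and 1 to 35 across the fits that left out 1 mouse. Under the GC offset 8 of the 40 fell below the fold threshold, to log2 fold changes of 1.43 to 1.49, with adjusted p-values still at most 0.05, and Cxcl9 was gained. The cause of the other changes was not tested.

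The mice of a pair with the same number are different animals, and the deviations of same-numbered libraries had a mean correlation of -0.0689. With the replicate number as a replicate block, 14 genes were past both thresholds against 109 without it, and 4 with the GC offset as well. The block gave 66 genes with an adjusted p-value of at most 0.05 and 10 of the genes in S2 Table. Under the block the clock genes had a median of -0.13 (camera p = 0.106), and the genes near Zpbp2 an odds ratio of 2.56 (Fisher's exact test, p = 0.122).

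Nr1d1 had a log2 fold change of -0.36, and its direction was kept in each of its 16 alternatives. It passed the threshold with DESeq2 (-0.36, adjusted p = 0.0359) and with unfiltered DESeq2 (-0.36, adjusted p = 0.0300), in a range over the alternatives from 0.0300 to 0.334. Ormdl3 stayed above the threshold in all 16, from 0.201 to 0.895. The GC offset, which is not among the 16, gave Ormdl3 an adjusted p of 0.157, also above the threshold. For Zpbp2, 2 counts at most in any mouse gave no fold change, and without a filter its adjusted p was 0.204.

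The chemokine set kept a positive median, 0.22 to 0.50 across the fits that left out 1 mouse, of which 3 had a camera p above 0.05. The unadjusted p of the cytokine set was at most 0.0273 in its 11 alternatives. The clock set had a median of -0.15 to -0.10 across the fits that left out 1 mouse, and 5 of them had a camera p above 0.05. The genes listed as lower at ZT7 had a median of 0.02, which ran from -0.15 to 0.45 and was below 0 in the fits without WT4, WT6 or KO5. No marker list passed the adjusted threshold, with 4 at an unadjusted p under 0.05, against 11 lists with a fixed inter-gene correlation of 0.01, 4 with limma's fry test, and 0 to 1 across the fits that left out 1 mouse. The odds ratio near Zpbp2 was 1.94 and ranged from 0 to 5.22 across those fits, with 0 in the fit without WT5, in which 1 gene had an adjusted p-value of at most 0.05.

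For the 79 genes named in the text or listed in S2 Table, other than Zpbp2, Nr1d1 and Ormdl3, 1077 results of alternatives had a test value, and for 7 more DESeq2 gave no adjusted p. Of the 1077, 808 kept their direction and side of the threshold, 251 lost the threshold in the same direction, 13 gained it and 5 reversed. The GC offset is not counted among the 1077. Under it the log2 fold change of Psmd3 reversed to -0.0276, and Cxcl9 gained the threshold (adjusted p = 0.0400 from edgeR's quasi-likelihood test). For 76 of the 79 genes none of the counted alternatives reversed the direction. The reversals were in genes close to no change. The log2 fold change of Psmd3 KO against WT was -0.00153 without a filter and ran from -0.021 to 0.033 across the fits that left out 1 mouse. That of Per1 ran from -0.0078 to 0.096 and that of Dbp from -0.15 to 0.047. The cause was not tested.

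With 3 mice per group, exact permutation tests cannot reach a p below 0.1, which limits the tests of single genes outside the fitted model.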

Differences from the paper's values

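The paper reports 42 genes past both thresholds at ZT10, and 109 passed them here. Of the alternatives set before the data were examined, only the fit without WT4 came within 1.5 times of the paper's number, with 33 genes. Of these 33, 18 are in S2 Table at ZT10 and 15 are not, so this fit came close in number without recovering the paper's list. By contrast, edgeR's exact test called all 42 genes of S2 Table, with 197 others. The paper's S2 Table lists 37 of its genes as higher in KO mice, against 98 here, and again only the fit without WT4 came within 1.5 times, with 26. It lists 5 as lower, against 11 here. For these the count was 6 with at least 10 counts in every library, 7 with DESeq2, 7 for genes called by both edgeR's exact test and DESeq2, 7 without WT4 and 5 without KO6, and the other alternatives set before the data were examined did not close the gap. Unfiltered DESeq2 and the unfiltered pair of tests, chosen after seeing the data, also gave 7 lower genes.

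The paper's Fig. 5A places Npr3 at a −log10 adjusted p of about 65, read by eye, against 3.29 here, and edgeR's exact test gave 65.7. The same figure places Hsph1 at about 37, against 2.33 here, with 38.5 from edgeR's exact test and 42.4 from DESeq2. The paper's Fig. 5B, made with DESeq, places Npr3 at about 43 and Hsph1 at about 11, against 3.29 and 2.33 here. For Npr3 in Fig. 5B and for Hsph1 in Fig. 5B, none of the alternatives set before the data were examined closed the gap. DESeq2 gave 106 for Npr3 and 42.4 for Hsph1, and edgeR's exact test gave 65.7 and 38.5.

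The paper counts Cxcl9 and Ighv1-55 among its genes at ZT10, and neither passed the adjusted p-value here, at 0.0505 and 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both passed both thresholds without a filter and with edgeR's exact test, filtered or, as chosen after seeing the data, unfiltered. Cxcl9 also passed with at least 10 counts in every library, with DESeq2, without immunoglobulin genes, with the GC offset, without KO4 and, as chosen after seeing the data, with unfiltered DESeq2.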

Other observations

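The counts of other splits for the genes of S2 Table, the gene sets, the marker lists and the genes near Zpbp2, and the tests on heat shock genes, were chosen only after the results were seen.

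The 6 libraries can be split into 3 and 3 in 10 ways. Of these, 4 part all 3 same-numbered pairs, the comparison of KO and WT mice included, and 6 part 1 pair. Of the 4, 1 gave as many genes past both thresholds, 1 as many genes with an adjusted p-value of at most 0.05, and 1 as many called genes of S2 Table, each time the comparison of KO and WT mice. The same held, with 1 of 4 each, for a p as small in the chemokine set, the cytokine set, the clock set and the genes near Zpbp2. For the genes listed as lower at ZT7, 4 of the 4 splits gave a p as small or smaller, and 4 of 4 gave as many marker lists past the adjusted threshold, since none passed it in any split, with 4 lists at an unadjusted p under 0.05 in KO against WT mice. The other 9 splits gave 0 genes with an adjusted p-value of at most 0.05 and 167 to 768 genes at an unadjusted p under 0.05, against 4347. With 4 splits the share cannot fall below 1 of 4. All 10 splits apply where same-numbered mice are not paired, and then the share cannot fall below 1 of 10. Among the other 9 splits the lowest camera p was 0.0508 for the chemokine set, against 0.0335 in KO against WT mice. It was 0.160 for the cytokine set, against 0.00634, and 0.133 for the clock set, against 0.0392. These counts alone cannot exclude a chance difference between the mice.

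Genes of the immune system were higher in KO mice, and several technical explanations were weighed. A different mixture of cells may contribute. The monocyte genes were higher as a list, 11 of 12 genes, but with a camera p of 0.0922 adjusted over 15 lists, and some of them are the paper's own DEGs, so this remains open. The neutrophil genes had a median log2 fold change of 1.01, 6 of 6 genes higher, with a camera p of 0.0372, or 0.140 adjusted. Blood left in the lung would raise the genes of red blood cells, which had a median log2 fold change of -0.87 and were lower in 3 of 3 KO mice than the WT mean. Total counts did not differ between the groups (exact permutation test, p = 1). The log2 fold change had a Spearman rho across genes of -0.0680 with GC content, and the GC offset placed 109 genes past both thresholds, 96 of them the same genes. It also lowered the called genes of S2 Table from 40 to 33 and the share higher in KO mice among genes with an adjusted p-value of at most 0.05 from 58.2% to 37.4%. As it moved the median log2 fold change of all tested genes from 0.00295 to -0.0577 too, this cannot be told apart from a shift common to most genes. With transcript length rho was -0.0320. Sex did not separate the groups, since the 4 Y-linked genes had at most 24 counts together in any library, in KO5, and Xist measured 715 to 994 CPM in all 6. Xist was nevertheless higher in each KO mouse than in any WT mouse, with a log2 fold change of 0.32 (adjusted p = 0.0616 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.00167 under DESeq2, 0.0512 with edgeR's exact test and 0.0834 under the GC offset. It was at most 0.05 in 1 of the 6 fits that each left out 1 mouse. The rise of the immune genes could therefore not be told apart from a different mixture of cells.

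Genes near Zpbp2 held more calls than the rest of the genome. Within 10 Mb, 36 of 312 tested genes (11.5%) had an adjusted p-value of at most 0.05, against 1047 of 16650 elsewhere (6.29%), an odds ratio of 1.94 (two-sided Fisher's exact test, p = 5.96e-04). Fisher's test counts neighbouring genes measured in the same mice as independent replicates, which they are not, so its p may be too small. The odds ratio was 1.71 within 5 Mb and 2.14 within 20 Mb. The 10 Mb before Zpbp2 held 7 of 130 genes and the 10 Mb after it 29 of 182, a difference between the sides that was not tested. Of the other 20 Mb windows, 3.19% held as large a share. The strain name, B6.129S7, records targeting in cells of another mouse strain, so a candidate explanation is linked DNA of that strain. Within 10 Mb, 9 genes were past both thresholds, and 4 of them are in S2 Table. Among those outside S2 Table, C130046K22Rik had 51, 33 and 49 counts in WT mice and 1, 0 and 1 in KO mice, at least 14.6-fold lower in KO mice. Gm11642, which lies beside it 5.17 Mb from Zpbp2, had 19, 18 and 22 counts in WT mice and 0 in each KO mouse, at least 6.54-fold lower. An effect of the deletion itself could not be told apart from linked DNA.

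Heat shock genes were lower in KO mice. All 10 listed genes were lower, with a median log2 fold change of -1.18 and 8 of them at an adjusted p-value of at most 0.05. The camera p was 0.0120, or 0.0922 adjusted over the 15 lists, so the list fails the correction. Dnajb1 had a log2 fold change of -1.12 (standard error 0.0754, adjusted p = 0.00466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Dnaja1 one of -1.22. Hspa1a and Hspa1b, a near-identical pair, had adjusted p-values of 0.154 and 0.180 from the same edgeR test with Benjamini-Hochberg adjustment. Under the GC offset 8 of the genes kept an adjusted p-value of at most 0.05. Handling of the mice or the tissue may lower or raise such genes. The direction also differed between the time points. S2 Table lists Hspa1a and Hspa1b at ZT7 with log2 fold changes of 3.4 each, against -1.85 and -1.82 at ZT10. Of the 9 genes it lists as higher in KO mice at ZT7, 7 were lower and 2 higher at ZT10. Immediate early genes, which handling induces, were lower in 12 of 12 genes with a median of -0.58, but varied widely between mice (a camera p of 0.531), so handling could not be excluded.

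Ormdl3 measured 46.1 ± 0.993 CPM (SD, n = 3) in WT mice and 42.4 ± 2.19 CPM (SD, n = 3) in KO mice. Its log2 fold change was -0.12 (standard error 0.0567, adjusted p = 0.232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap (exact permutation test, p = 0.1). The paper reports a small, significant increase of Ormdl3 in KO lungs by RT-qPCR, as an effect of genotype over its time points. The direction at ZT10 was the opposite here, in a change that did not pass the threshold. Eef2, to which the RT-qPCR levels were normalized, had a log2 fold change of 0.11 (standard error 0.0687, adjusted p = 0.373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 12 protein-coding genes from Zpbp2 to Nr1d1, 6 were tested. The log2 fold changes were 0.01 for Psmd3, 0.14 for Med24, 0.18 for Thra and -0.66 for Gm12355. None of the 6 had an adjusted p-value of at most 0.05, and 1 of them, Nr1d1, had an unadjusted p under 0.05.

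Of the 40 genes that S2 Table lists at ZT7, 37 were tested at ZT10 and 15 had the sign listed for ZT7. An adjusted p-value of at most 0.05 was reached by 3 of them, Cd300lg and BC018473 with the same sign and Sncg with the opposite one, named after their values were seen. The difference between the 2 time points was not tested.

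The 5 largest falls past both thresholds included Gm11642, C130046K22Rik and Rbp7, which fell by 2.28 on the log2 scale. They also included Hist1h3d at -2.27 and Hist1h2ad at -2.03, which are uncertain because histone genes have near-identical copies. Rbp7 had 12, 17 and 19 counts in WT mice and 2, 5 and 4 in KO mice. In the 6 fits that each left out 1 mouse, the adjusted p-value was at most 0.05 in 0 for Hist1h2ad, 1 for Rbp7 and 2 for Hist1h3d. It was at most 0.05 in 4 for Gm11642 and 5 for C130046K22Rik.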
